# Naphthoquinone preferentially pairs with non-proton-pumping NADH dehydrogenase for respiratory electron transport

**DOI:** 10.1371/journal.pgen.1011877

**Published:** 2025-09-24

**Authors:** Snehal V. Khairnar, Anjali V. Patil, L. Karvannan, Amitesh Anand

## Abstract

Optimal resource allocation is crucial to bacterial physiology and necessitates strategic metabolic decisions. One such evolutionary adaptation was the shift to high-potential respiratory chains following Earth’s Great Oxidation Event. Respiratory quinones, key redox-active electron carrier molecules, evolved from naphthoquinones (NQs) to ubiquinones (UQs) in response to oxygen availability. The two quinone types differ in their redox potential, with UQs possessing higher potential. Therefore, NQs are more autooxidizable and electron-leaky than UQs. Using adaptive laboratory evolution of a NQ-dependent *Escherichia coli* strain, we previously showed the fitness advantage of high-potential quinones. Here, we resolve a paradoxical growth benefit conferred by the loss of function of the pyruvate dehydrogenase complex regulator, revealing that NQs preferentially pair with the non-proton-pumping NADH dehydrogenase, thereby optimizing electron transport in low-potential respiratory chains under aerobic conditions.

## Author summary

Energy generation is central to life, and organisms adjust their metabolism to match their environment and maintain efficiency. This metabolic balancing act is especially prominent in bacteria. During Earth’s Great Oxidation Event, rising oxygen levels forced microbes to rewire their energy metabolism. A major change was in the molecules that shuttle electrons in respiration—respiratory quinones. Many bacteria evolved the ability to synthesize ubiquinone, a high reduction potential quinone that performs better in oxygen-rich environments. We investigated the genetic strategies behind the metabolic adaptation required to respire using the more ancient quinone, naphthoquinone, under aerobic conditions. In naphthoquinone-dependent *Escherichia coli*, we observed precise genetic changes that exert opposite transcriptional effects on two enzymes within the same regulatory network, enabling growth without disrupting resource balance. We further establish a functional synergy between naphthoquinone and the non-proton-pumping NADH dehydrogenase. These findings reveal a crucial design principle in microbial energy metabolism that shaped bacterial evolution.

## Introduction

Cellular resource partitioning is critical to physiological adaptation, and achieving such optimality requires careful metabolic choices [1–4]. While the dynamic lifestyle of bacteria continuously requires such adjustments, a few metabolic adaptations occurred on an evolutionary scale. A significant adaptive evolution in energy metabolism has been the shift towards a high-potential respiratory chain in response to the Great Oxidation Event (GOE) on Earth [5,6].

Respiratory quinones are elegantly designed redox-active molecules where the hydrophobic isoprenoid chain enables diffusion within the membrane, and the redox-active ring with two oxo groups facilitates the electron shuttling between the enzymes of the electron transport system (ETS) (Fig 1A and 1B). The two prevalent quinone types differ in their redox-active head group: naphthalene-1,4-dione in naphthoquinones (NQs: menaquinone and demethylmenaquinone) and 1,4-benzoquinone in ubiquinones (UQs). UQ is the canonical respiratory quinone in aerobic ETS. These two functionally similar quinone types date to pre- and post-GOE, respectively.

**Fig 1:**
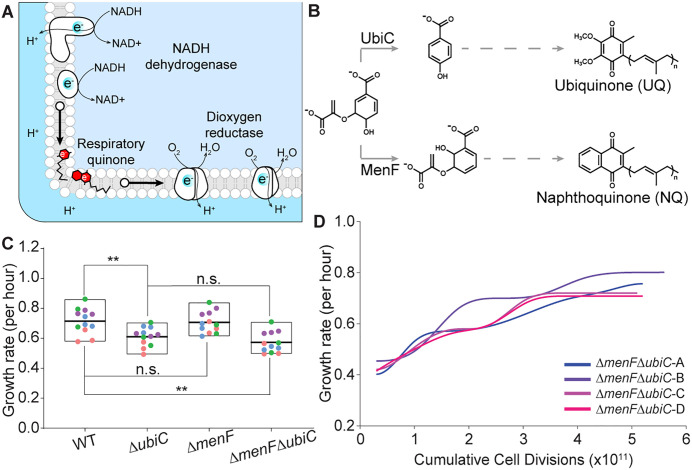
Growth behavior of naphthoquinone-dependent *E. coli.* **(A)** A simplistic scheme for the *E. coli* aerobic ETS working between NADH and oxygen. Electrons donated by NADH travel to dioxygen reductase mediated by respiratory quinones and finally accepted by oxygen. **(B)** Chorismate lyase (UbiC) and isochorismate synthase (MenF) acting at chorismate node for the biosynthesis of ubiquinone and naphthoquinone, respectively. **(C)** Growth rates of strains with presence or absence of the isochorismate synthase and/or chorismate lyase under aerobic conditions. Horizontal lines indicate the mean from four biological replicates (each with three technical replicates, color-coded), and vertical bars show the range (minimum to maximum). Statistical significance was assessed using the Kruskal–Wallis test. ** p < 0.01, n.s. (not significant) ≥0.05. **(D)** Evolutionary trajectories for the growth improvement of the Δ*menF*Δ*ubiC* strain. The evolution was performed with four independent lineages.

We recently demonstrated the metabolic significance of high-reduction-potential quinones, such as UQ, over NQ in oxygen-rich environments by performing adaptive laboratory evolution of a NQ-dependent *Escherichia coli* strain under aerobic conditions [7]. However, the physiological relevance of the loss of function mutation fixed in the transcriptional repressor pyruvate dehydrogenase complex regulator (PdhR) remained elusive [8]. PdhR represses the non-proton-pumping type-II NADH dehydrogenase (NDH-2). However, lack of PdhR relieves repression of another regulatory target- pyruvate dehydrogenase complex (PDC), leading to its upregulation and constraining the allocation of resources toward a growth-supportive proteome [9]. Therefore, the growth improvement of the NQ-dependent strain imparted by the loss of function of PdhR creates a mechanistic paradox. Here, we resolve this metabolic conflict and establish the preferred pairing of NQ with the NDH-2.

## Results & discussion

We generated an *E. coli* strain (Δ*menF*Δ*ubiC*) that should be deficient in the biosynthesis of respiratory quinones by genetically deleting chorismate lyase (*ubiC*) and isochorismate synthase (*menF*). 

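Both deleted genes were examined in the RNA sequencing data of the unevolved strain (uΔmenFΔubiC) and of the 4 evolved lineages derived from it, with 2 biological replicates per strain. The authors deposited TPM, a measure of transcripts scaled by gene length and library size, and the number of reads behind a value was recovered from the TPM and the gene length. *menF* (b2265) was listed at 0 TPM in 7 of the 10 libraries, and its highest value was 0.157 TPM, which corresponded to 1 read. *ubiC* (b4039) was listed at 0 TPM in 8 libraries and reached at most 0.529 TPM, again 1 read. A count of 0 allows up to 3 reads, or 0.401 to 0.610 TPM for *menF* and 1.04 to 1.59 TPM for *ubiC*, depending on the depth of the library. These limits cover counting error only. Neither gene rose above its limit in any library. *entC* (b0593), which encodes the other isochorismate synthase, was expressed at 438 ± 97.4 TPM (SD, n = 2) in uΔmenFΔubiC. In the evolved lineages it was lower, at 3.55 ± 0.616 TPM in A, 5.11 ± 2.15 in B, 80.5 ± 13.9 in C and 25.8 ± 10.5 in D (SD, n = 2 each).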

UbiC and MenF are involved in the biosynthesis of UQ and NQ, respectively (Fig 1B). However, we observed that the growth of the strain is equivalent to that of the NQ-dependent strain (Δ*ubiC*), potentially due to enzymatic redundancy between the two isochorismate synthases- MenF and EntC [7, 10] (Fig 1C). These observations consolidate the redundancy of the isochorismate synthases in *E. coli* metabolism [11].

We proceeded with performing adaptive laboratory evolution of Δ*menF*Δ*ubiC* to examine the evolutionary outcomes. We evolved four independent lineages of Δ*menF*Δ*ubiC* under aerobic conditions and observed an improvement in their growth rate in about 5 × 10^11^ cumulative number of cell divisions (Fig 1D). Hereafter, prefix ‘u’ and ‘e’ before strain genotypes designate “unevolved” and “evolved,” respectively.

We performed whole-genome sequencing of evolved strains to examine growth-promoting genetic changes. Three of the four independently evolved lineages fixed mutations specifically in the PdhR box upstream of the *ndh* gene (encoding NDH-2) (Fig 2A). We observed an increased expression of *ndh,* indicating that the mutation alleviated PdhR repression on *ndh* (Fig 2A and 2B). This observation enabled us to identify *ndh* as the specific PdhR regulon member under adaptive selection pressure for NQ-dependent strains.

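Expression was measured by RNA sequencing of uΔmenFΔubiC and of the endpoint isolates of the 4 evolved lineages (eΔmenFΔubiC-A to eΔmenFΔubiC-D), which gave 10 libraries with 2 biological replicates per strain. The strains were grown under conditions similar to those of the evolution, in M9 minimal medium with 4 g/L glucose at 37 °C, and total RNA was taken in mid-log phase. Libraries were made with the Nextera XT kit, and no strand-specific counting is stated, so values of overlapping and antisense genes are uncertain. For alignment and counting, the paper's methods refer to a previous study. The authors deposited TPM for 4249 genes under their b numbers, scaled so that every library has the same total. The table numbers the evolved lineages from 1 to 4, and these numbers were read as lineages A to D in that order. Gene symbols were taken from the ASM584v2 annotation, which matched 4151 of the genes.
TPM values carry no depth of their own. Multiplied by gene length, however, the low values of each library were whole multiples of what 1 read is worth, for 93.75% to 97.25% of the 400 lowest values per library. The reads recovered in this way numbered 4675456 and 4079910 in the replicates of uΔmenFΔubiC, 5324550 and 4989891 in lineage A, 4740691 and 5931892 in lineage B, 3822357 and 3612057 in lineage C, and 5123588 and 4816430 in lineage D. Log2 fold changes against uΔmenFΔubiC were computed on log2(TPM + 1) for the 4034 genes with a mean of at least 1 TPM. All 10 libraries entered one limma fit with a mean-variance trend, and p values were adjusted by the Benjamini-Hochberg method. The pseudocount understates the changes of genes with a low TPM. With 2 libraries against 2, an exact permutation test cannot give a two-sided p under 0.333. The limma test shares its estimate of the spread over genes and strains. The median log2 fold change of all tested genes was -0.26 in lineage A, -0.21 in B, -0.10 in C and 0.04 in D, so that part of a small change can reflect the composition of a library. Scaling each library by its median ratio to the other libraries left medians of 0.02 in lineage B, 0.03 in C and 0.04 in D.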

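*ndh* (b1109) was expressed at 403 ± 5.82 TPM (SD, n = 2) in uΔmenFΔubiC. In the 3 lineages with a mutated PdhR box it reached 924 ± 7.90 TPM in eΔmenFΔubiC-A, 2617 ± 106 TPM in eΔmenFΔubiC-C and 1744 ± 54.0 TPM in eΔmenFΔubiC-D (SD, n = 2 each). The log2 fold change was 1.19 in lineage A, 2.69 in C and 2.11 in D, each with a standard error of 0.07. The adjusted p was 8.35e-08, 1.09e-09 and 2.31e-09 in the same order, from limma with Benjamini-Hochberg adjustment. Both replicates of each of these lineages lay above both replicates of the unevolved strain. The increases were not alike. *ndh* was higher in lineage C than in A by 1.50 and higher in D than in A by 0.91 on the log2 scale (adjusted p = 1.44e-08 and 1.35e-06 from limma with Benjamini-Hochberg adjustment), in comparisons chosen after the values were seen. The lineages also differed in many other genes, so these differences cannot be assigned to the mutations in the box. In the remaining lineage, eΔmenFΔubiC-B, *ndh* was expressed at 537 ± 55.3 TPM (SD, n = 2), a log2 fold change of 0.41 (adjusted p = 0.000382 from the same limma test). Of the alternatives, median-ratio scaling between libraries moved the log2 fold change most in lineages A, B and C, to 1.47, 0.66 and 2.84. In D, voom moved it most, to 2.15. With each replicate left out in turn, the log2 fold change ranged from 1.18 to 1.21 in lineage A, from 0.30 to 0.51 in B, from 2.65 to 2.74 in C and from 2.08 to 2.14 in D. The paper takes the higher *ndh* expression as a sign that the mutation in the PdhR box alleviated the repression of *ndh* by PdhR.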

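Other members of the PdhR regulon were compared as a list of 18 genes, which holds *pdhR* itself, the *cyo* genes of cytochrome bo oxidase, the *lld* and *glc* genes, *grcA*, *hemL* and *lipA*. The mean log2 fold change of the list was -1.05 in lineage A, -1.06 in B, 0.03 in C and -0.20 in D. Tested with limma's fry and adjusted by the Benjamini-Hochberg method over 64 tests of 16 lists in 4 lineages, the p was 5.31e-06 in A, 5.31e-06 in B, 0.808 in C and 0.00999 in D. In lineages A and B, 17 of the 18 genes were lower than in uΔmenFΔubiC, and the exception, *grcA*, was higher. The genes with an adjusted p under 0.05 over all genes tested numbered 14 in A, 14 in B, 4 in C and 8 in D. When adjusted over the list alone, they numbered 14, 15, 4 and 8. Relative to the median of all genes, the median of the list was -0.96 in A, -0.72 in B, 0.05 in C and -0.21 in D. Median-ratio scaling gave list means of -0.79 in A, -0.83 in B, 0.16 in C and -0.20 in D, and brought lineage C past the threshold (adjusted p = 0.0368; 0.0368 to 0.999 over the alternatives tested with fry). With camera, a test against all other genes, the adjusted p was 0.00910 in A, 0.00308 in B, 0.765 in C and 0.270 in D, so the call in D was lost. The 5 *cyo* genes of the list had means of -2.73 in A and -2.76 in B and so weigh heavily in its fall. In the same lineages, genes of anaerobic respiration, listed after the values were seen, rose by means of 5.07 and 5.16. The fall of the list can therefore not be assigned to PdhR.
The PDC genes *aceE* (b0114), *aceF* (b0115) and *lpd* (b0116) also belong to the regulon. Their mean log2 fold change was -0.96 in lineage A (fry adjusted p = 1.28e-05), 0.10 in C (0.0916) and -0.13 in D (0.0502). The call in A was lost with camera (adjusted p = 0.0653). In lineage C, quantile normalization turned the mean to -0.0073, so no direction can be given there. The transcript of *pdhR* (b0113) had a log2 fold change of -2.54 in lineage A and -2.96 in D (limma adjusted p = 4.60e-09 and 2.97e-09), although the paper lists no mutation in *pdhR* for either. It rose by 0.26 in lineage C (adjusted p = 0.0594). Over the alternatives this rise ranged from 0.25 to 0.40, with limma adjusted p from 0.00844 to 0.0905, so the call depends on the processing. No gene of the list rose in lineages A, C and D together except *grcA*, whose log2 fold change was 6.16, 2.70 and 5.40.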

**Fig 2:**
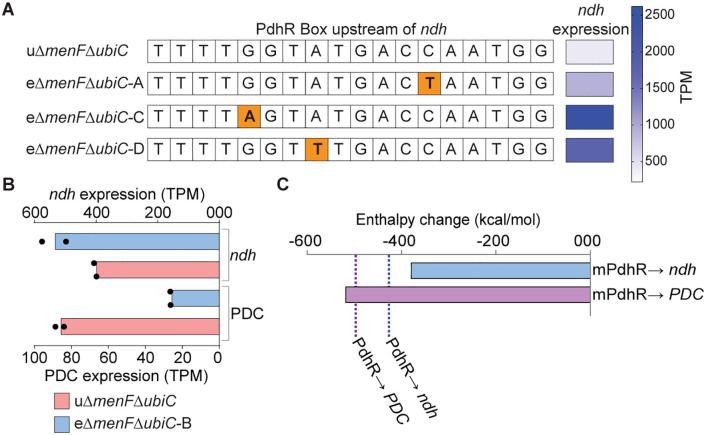
Growth optimization strategies of naphthoquinone-dependent *E. coli.* **(A)** The common mutations observed in three evolved lineages of Δ*menF*Δ*ubiC* and their impact on the expression of the gene encoding NDH-2 (*ndh*). The mutation location is highlighted in orange. **(B)** Expression of PDC (based on expression levels of the three subunits of this complex) and *ndh* in the evolved Δ*menF*Δ*ubiC*-B lineage. **(C)** Estimated enthalpy changes from protein–DNA docking between mutant PdhR (mPdhR) or WT PdhR and the *pdhR* box regions of *ndh* and PDC. Dashed lines indicate enthalpy values for WT PdhR–DNA complexes.

The fourth lineage showed a mutation in the DNA-binding domain of PdhR, consistent with previous observations [7]. The transcriptional outcomes of the mutations in the PdhR box of *ndh* suggest that the PdhR open reading frame mutation would be a loss of function mutation. However, a systemic reduction in the functioning of PdhR will cause upregulation of PDC, resulting in growth retardation [9]. To resolve this cost-benefit paradox, we performed protein–DNA docking simulations. The PdhR box of PDC and *ndh* differs in nucleotide composition in their non-consensus region [8]. We therefore examined the binding of WT and mutated PdhR to the two PdhR boxes. As compared to WT PdhR, the mutated PdhR appears to bind to the PdhR box of PDC more efficiently; however, its binding to the *ndh* PdhR box is compromised (Fig 2C). This differential perturbation in binding properties explains the downregulation of PDC while upregulating *ndh* (Fig 2B). 

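In eΔmenFΔubiC-B, the mean TPM of the 3 PDC subunits was 694 ± 9.55 (SD, n = 2), against 2246 ± 38.5 (SD, n = 2) in uΔmenFΔubiC, which is 0.309 of the unevolved level. *aceE* was expressed at 635 ± 1.89 TPM, *aceF* at 790 ± 8.61 TPM and *lpd* at 656 ± 18.2 TPM (SD, n = 2 each). Their log2 fold changes were -2.10, -1.39 and -1.57, with standard errors of 0.06, 0.05 and 0.05 and limma adjusted p of 9.31e-10, 2.83e-09 and 1.09e-09 after Benjamini-Hochberg adjustment. The mean of the 3 was -1.68 (fry adjusted p = 1.73e-06), and it stayed between -1.70 and -1.67 when any 1 replicate was left out. Median-ratio scaling moved it most, to -1.43. How the 3 subunits are summarised changes the TPM of PDC but kept lineage B below the unevolved strain: the lowest subunit gave 635 against 1943 TPM, and the sum gave 2081 against 6738 TPM.
The fall of PDC was larger in lineage B than in the lineages with a mutated PdhR box. The difference to the mean of A, C and D was -1.35 (fry adjusted p = 9.10e-07, over 40 comparisons of lists between evolved lineages), and the difference to lineage A alone, a comparison added after the values were seen, was -0.72 (fry adjusted p = 2.61e-05). Both replicates of lineage B lay below every other library. The difference to the mean of A, C and D was not particular to PDC. In that comparison, genes of the TCA cycle differed by -1.22 and those of cytochrome bo oxidase by -1.72. Against A alone they differed by only -0.15 and -0.03. The difference of *ndh* between lineage B and the mean of A, C and D was -1.59 (limma adjusted p = 6.07e-09, Benjamini-Hochberg), and ranged from -1.70 to -1.49 with 1 replicate left out. *pdhR*, which precedes *aceE* in the annotation, was expressed at 38.3 ± 4.37 TPM in lineage B against 291 ± 4.71 TPM in the unevolved strain (SD, n = 2 each), a log2 fold change of -2.90 (limma adjusted p = 1.89e-09).

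**Figure D1:**
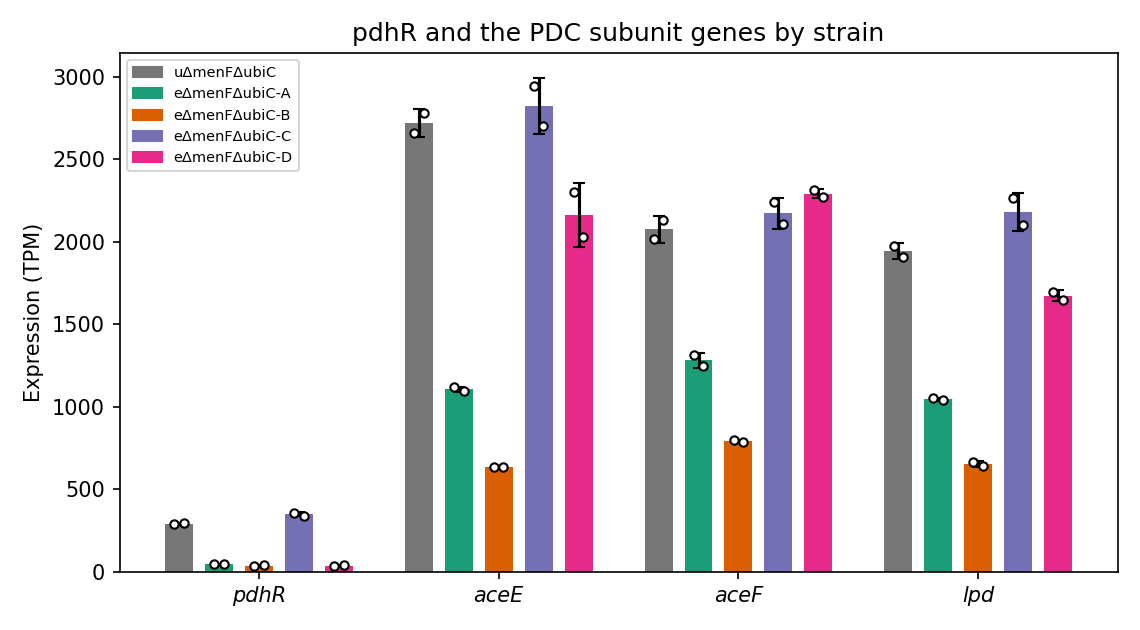
Expression of *pdhR*, *aceE*, *aceF* and *lpd* in TPM in the unevolved strain and the 4 evolved lineages. Bars are means of 2 biological replicates, error bars are standard deviations and circles are the single replicates. All 3 PDC genes are lowest in lineage B, while *pdhR* is low in lineages A, B and D.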

Encouragingly, the strain design inadequacy resolved the conflict between proteome imbalance resulting from PdhR loss of function and its adaptive fixation in the NQ-dependent strain during growth rate improvement.

Additionally, all evolved lineages fixed well-characterized mutations in RNA polymerase subunit or in the intergenic region between *pyrE* and *rph* (S1 Table). These mutations provide a growth advantage on the media used during this adaptive laboratory evolution [12]. While there was no other common mutation observed in the evolved strains, two notable mutations were in pyruvate kinase (*pykF*) and methyltransferase (*ubiE*). Given these mutations were present in more than one evolved lineage, we performed growth comparison between strains with and without these mutations. While we can not completely rule out any additional benefit provided by these mutations, we did not observe any growth difference between strains with and without these genetic changes (S1 Fig).

The evolved Δ*menF*Δ*ubiC* strain showed an increase in oxygen consumption rate, suggesting an improvement in aerobic respiratory capacity (Fig 3A). The upper ETS is recognized as the primary source of cellular reactive oxygen species; therefore, optimal functioning of this part is critical for energy and redox homeostasis [13]. We observed a maintained NAD ⁺ /NADH ratio in unevolved and evolved strains (Fig 3B). This redox maintenance with electron-leaky respiratory quinone may be the growth bottleneck in the unevolved strain, and upregulation of the high-turnover dehydrogenase NDH-2 may alleviate this redox stress [14]. The transfer of electrons from proton-pumping type-I NADH dehydrogenase (NDH-1) to respiratory quinones takes place in two steps involving the formation of a semiquinone free radical. These radicals are prone to generating reactive radicals by direct interaction with oxygen. However, unlike the chain of iron-sulfur clusters in NDH-1, NDH-2 uses a highly co-operative flavin co-factor that facilitates a two-electron transfer from NADH to quinone [15, 16]. Therefore, the higher catalytic efficiency of NDH-2 for NQ and reduced semiquinone generation can provide a safer route for the electron flow [17]. Furthermore, the lower reduction potential of NQ as compared to UQ means lower driving Gibbs free energy for electron transfer. This thermodynamic difference makes NDH-2 a better metabolic partner for NQ, as proton-uncoupled electron transfer by this dehydrogenase reduces the chances of reverse electron flow [18,19].

**Fig 3:**
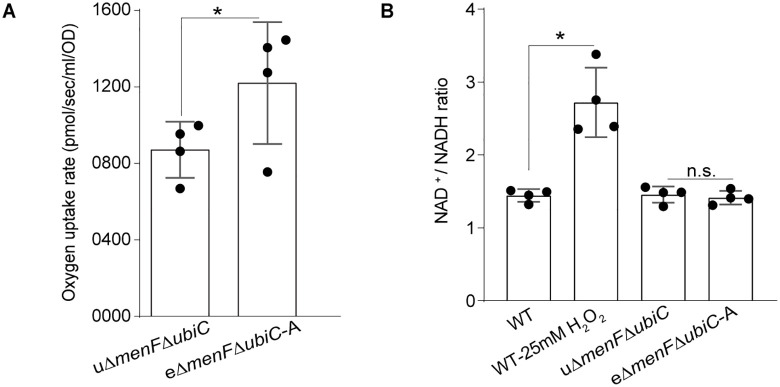
Metabolic changes post adaptive laboratory evolution of Δ*menF*Δ*ubiC*. **(A)** Oxygen uptake rates of uΔ*menF*Δ*ubiC* and eΔ*menF*Δ*ubiC*-A strains, values for all four biological replicates are shown. Error bars represent standard deviation. Statistical significance was assessed using the Mann–Whitney U test. **(B)** NAD ⁺ /NADH ratio in wild-type and NQ-dependent strains. WT cells were treated with H_2_O_2_ as positive controls for the assay. Error bars represent standard deviation. Statistical significance was assessed using the Kruskal–Wallis test. * p < 0.05, n.s. (not significant) ≥0.05.

The involvement of NDH-2 in the growth improvement of NQ-dependent strain and their potential functional synergy motivated us to explore the concerted distribution of respiratory quinones (UQ and NQ) and NADH dehydrogenases (NDH-1 and NDH-2). We developed custom hidden Markov Model profiles for the genes suggestive of the presence of corresponding respiratory quinone biosynthesis and NADH dehydrogenase (S2 Table) [20]. We generated these position-specific probabilistic models using sequence clustering approach developed earlier to reduce any bias in our search due to over-representation of commonly studied and sequenced bacterial species [21]. We used these profiles to search for the co-conservation of the biosynthetic pathways of respiratory quinones with the NADH dehydrogenases across approximately 9000 bacterial species (Fig 4A, S1 Sheet). The majority of bacterial species (65.4%) with the NQ biosynthetic pathway showed the presence of NDH-2, either exclusively or in combination with NDH-1. Only a small fraction of bacterial species (0.9%) exhibited the coexistence of NDH-2 with UQ.

**Fig 4:**
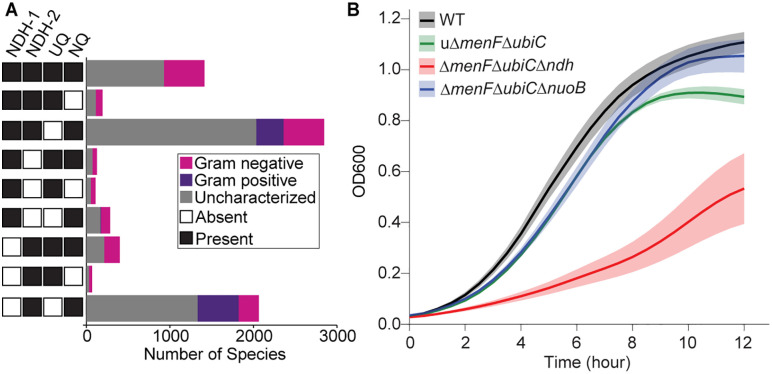
Synergy between type-II NADH dehydrogenase and naphthoquinones. **(A)** Bar plot showing the distribution of NADH dehydrogenases and respiratory quinones across 7783 bacterial species. UQ is ubiquinone and NQ is naphthoquinone. **(B)** Aerobic growth profile of NQ-dependent *E. coli* strains lacking either NDH-2 (Δ*menF*Δ*ubiC*Δ*ndh*) or NDH-1 (Δ*menF*Δ*ubiC*Δ*nuoB*). Values represent means from four biological replicates (each with three technical replicates); shaded bands indicate standard error of the mean.

The overwhelming co-occurence of NDH-2 with NQ biosynthetic pathway in bacterial species encouraged us to analyze the impact of the absence of NDH-1 and NDH-2 on the growth profile of the NQ-dependent strain. While the deletion of subunit B of NDH-1 (*nuoB*) did not impact the growth of Δ*menF*Δ*ubiC*, the deletion of the gene encoding NDH-2 (*ndh*) caused a significant drop in growth (Fig 4B). Together, these observations support metabolic compatibility between naphthoquinone and NDH-2.

In conclusion, we report our observation of targeting the regulatory element enabling specific expression increase in NDH-2 in strains dependent on NQ for respiration. 

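NDH-1 is encoded by the 13 genes *nuoA* to *nuoN*, and their expression was set beside that of *ndh*. Their mean log2 fold change was 0.43 in lineage A, 0.46 in B, 0.84 in C and 0.32 in D. The adjusted p from limma's fry was 6.05e-06, 7.07e-07, 4.42e-08 and 7.09e-06 in the same order (Benjamini-Hochberg over 64 tests). All 13 genes were higher in lineages B, C and D, and 12 of them in lineage A, where *nuoK* (-0.01, standard error 0.31) could not be distinguished from the unevolved strain. With adjustment over all genes tested, 12 genes had an adjusted p under 0.05 in A, B and C and 10 in D. The numbers were the same when adjusted over the list alone. Median-ratio scaling raised the means to 0.71 in A, 0.71 in B and 0.98 in C, and gave 0.32 in D. The highest log2 fold change of any *nuo* gene was 0.71 in lineage A, 0.80 in B, 1.07 in C and 0.64 in D. *ndh* lay above it in lineages A, C and D and within the range of the *nuo* genes in lineage B. The difference between *ndh* and the *nuo* genes was not tested.

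**Figure D2:**
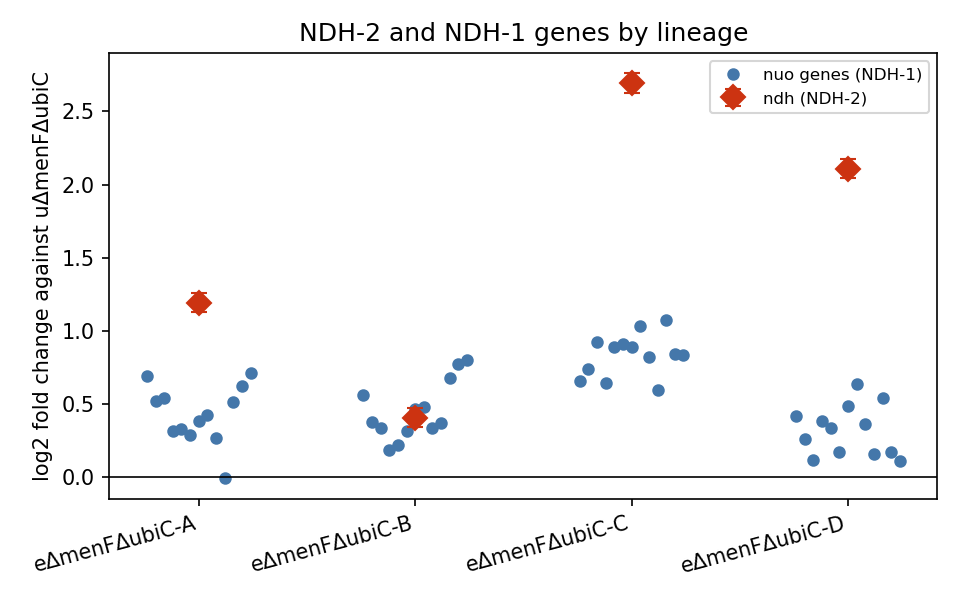
Log2 fold changes against uΔmenFΔubiC of *ndh* (diamonds, with standard errors from the limma fit) and of the 13 *nuo* genes (circles) in each lineage. In lineage B the value of *ndh*, 0.41, lies among those of the *nuo* genes.

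Beyond these genes, 987 of the 4034 genes tested changed in lineage A (346 higher, 641 lower), 892 in B (321 higher, 571 lower), 372 in C (86 higher, 286 lower) and 889 in D (378 higher, 511 lower). A gene was counted with a limma adjusted p under 0.05 and a log2 fold change of at least 1 in size. Among all increases, *ndh* ranked 304 in lineage A, 678 in B, 8 in C and 125 in D. The count moved most with any fold change admitted, to 2251 genes in A, 2080 in B, 1506 in C and 2215 in D. Changes in the same direction in all 4 lineages were found for 98 genes, 21 higher and 77 lower. All 4 comparisons share the same 2 unevolved libraries. In 100 simulations with unchanged groups, at most 0 genes changed in the same direction in all 4. At most 1 gene was called in any lineage there, so an overlap was nearly ruled out from the start. The simulations show only that the error of the shared libraries alone gives no such calls. They do not give the overlap to be had by chance at the real numbers of changed genes. A state common to both unevolved cultures is not covered by these simulations.
The largest increases were those of *nirB*, *narK* and *nirD* in lineages A and B. The log2 fold changes of *nirB* and *narK* were 9.16 and 8.81 in A and 9.29 and 9.49 in B. *nirD* had at most 3 reads in the libraries of the unevolved strain, and it was at least 511-fold higher in A and at least 549-fold higher in B. In B this bound, 8.52 on the log2 scale, lies below the 8.64 of *narG*, so the rank of *nirD* there rests on its fitted value. The largest increases were those of *cusC*, *cusB* and *cusF* in C (4.65, 4.30 and 3.93) and of *nirB*, *cusC* and *ubiU* in D (6.88, 6.86 and 6.77). The largest decreases were those of *fiu*, *cirA* and *entC* in A (-7.08, -6.76 and -6.58), *fiu*, *cirA* and *flu* in B (-6.77, -6.51 and -6.37), *flu*, *yicC* and *gadB* in C (-6.15, -5.61 and -5.34) and *flu*, *pyrL* and *fiu* in D, where *flu* and *fiu* changed by -6.00 and -5.17. *pyrL* was listed at 0 in D and was at least 9.03-fold lower there. Its rank in D rests on a fitted value of -5.20. The bound, -2.90 on the log2 scale, is weaker than the change of *cirA* in D, -4.70. The limma adjusted p of *pyrL* in D, 3.30e-06 after Benjamini-Hochberg adjustment, was the highest among these genes. In all 4 lineages, the smallest log2 fold change was 4.10 for *cusB*, 3.93 for *cusF*, 3.41 for *cusA*, 2.70 for *grcA* and 2.34 for *ompW*. Of the genes that fell in all 4, *flu* fell by at least 6.00, *yeeR* by 3.46, *cirA* by 3.40, *fiu* by 3.00 and *nrdI* by 2.99.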

We also demonstrate the evolutionary co-conservation of these two components of ETS. The identification and characterization of metabolic partners of type-II NADH dehydrogenase further facilitate the effective targeting of this enzyme for antimicrobial development.

## Materials and methods

### Bacterial strains and growth conditions

Experiments were conducted using *Escherichia coli* K-12 MG1655 (ATCC 700926) as the wild-type strain. Gene deletions were performed by homologous recombination with recombination cassettes derived from the Keio collection. P1 phage was used for the transduction and recombination [22]. Gene knockouts were confirmed by colony PCR screening and whole-genome resequencing. Media components were purchased from Sigma-Aldrich. All the growth assays were performed using the Tecan Spark multimode microplate reader at 37^o^C and atmospheric oxygen partial pressure using 96-well plates with 200μL culture per well. Four biological replicates (each with three technical replicates) were performed for each experiment. GCplyr (R package for microbial growth analysis) was used to determine the growth rate [23].

### Adaptive laboratory evolution, DNA and RNA resequencing

Adaptive laboratory evolution (ALE) of Δ*menF*Δ*ubiC* strain was carried out with four independent lineages. Cultures were cultivated in M9 minimal medium supplemented with 4 g/L glucose at 37°C under continuous agitation, to maintain optimal aeration and avoid nutrient depletion. Cultures were periodically passaged to fresh flasks once the optical density at 600 nm (OD_600_) reached mid to late log phase. The evolution proceeded under conditions designed to maintain cells in exponential growth for extended durations. Once cells reached their maximum growth rate, evolution was stopped. A growth rate trajectory was constructed from serial OD measurements, using the natural logarithm of OD_600_ over time. A smooth, monotonic cubic spline curve was fit to growth data to estimate fitness gains.

End-point isolates, which are termed evolved strains, from each evolutionary lineage were subjected to genome resequencing for mutation analysis as described previously [10]. For expression analysis, RNA was extracted from strains grown under conditions similar to those used during ALE. Two biological replicates were analyzed per strain. RNAseq was performed as described previously [10].

### Oxygen uptake characterisation

The oxygen uptake of each culture was determined by measuring the depletion of dissolved oxygen using the Oroboros O2K system. The cultures were grown in M9 minimal medium supplemented with 4 g/L glucose at 37°C and 300 rpm, and oxygen uptake rates were normalized to OD_600_.

### NAD ⁺ /NADH Ratio estimation

The intracellular NAD ⁺ /NADH ratio was measured using the Promega NAD/NADH-Glo Assay Kit (G9071) following the manufacturer’s protocol. Briefly, *E. coli* strains were grown to mid-log phase, and cells equivalent to OD600 ~ 1 were harvested for NAD⁺ and NADH extraction and quantification. *E. coli* WT treated with 25mM H_2_O_2_ was used as a positive control for the assay.

### Co-conservation analysis of NADH dehydrogenases and respiratory quinones biosynthesis genes

To examine the co-conservation of NADH dehydrogenases and respiratory quinone biosynthesis pathways, we analyzed 9,433 bacterial genomes. Representative genes indicative of specific dehydrogenases or respiratory quinone biosynthetic pathways were [24]: (i) classical (*menB, menC, menF*) NQ biosynthesis, (ii) futalosine (*mqnA, mqnC, mqnD*) NQ biosynthesis pathway, (iii) UQ biosynthesis pathways (*ubiA*, *ubiC*, *ubiG*), (iv) NDH-1 subunits (*nuoA, nuoE, nuoJ*), and (v) NDH-2 (*ndh*). The gene search was performed by building HMM profiles as described previously, with sequence clustered at 50% identity to remove redundancy [25]. Hits were filtered using gene-specific e-value thresholds and a minimum Bit score of 100. The filtered data were used for downstream co-conservation analysis.

### Protein–DNA docking of mutant PdhR

Protein–DNA docking simulations were performed using HADDOCK 2.4 [26]. The structure of wild-type PdhR was obtained from the Protein Data Bank (PDB ID: 5KVR), and the PdhR-box DNA sequences from the promoter regions of PDC and *ndh* were retrieved from RegulonDB [27]. Three-dimensional models of wild-type and A2S mutant PdhR–DNA complexes were generated using AlphaFold3 [27, 28]. Each modeled complex was split into separate protein and DNA PDB files. Standard preprocessing, which involves assignment of chain IDs and structural verification, was performed using PyMOL [29]. Ambiguous interaction restraints (AIRs) were defined based on conserved DNA-binding motifs. Docking proceeded in three stages—rigid-body (it0), semi-flexible (it1), and water refinement—with 1000, 200, and 200 models generated, respectively, using default HADDOCK parameters. Top-scoring clusters were selected based on HADDOCK score, and binding affinities were compared using the ΔH energy metric:

$$\Delta \text{H}={\text{E}}_{\text{complex}}-({\text{E}}_{\text{protein}}+{\text{E}}_{\text{DNA}})$$

### Statistical analysis

Prism (GraphPad) version 10 was used for design and analysis of the plots. All experiments in this study were performed at least in triplicate. The growth rate plots show each of the four biological replicates (each with three technical replicates), and the error bars show the standard deviation in the obtained data. The non-parametric Kruskal-Wallis test was performed to determine the significance of growth rate differences. The significance for the oxygen uptake rates was determined using the Mann–Whitney U test. The figure legends of each plot mention the statistical details and tests used.

## Supporting information

S1 Fig Growth profile of Δ*menF*Δ*ubiC* strains to assess influence of additional mutations observed during adaptive evolution. (A) The lineage B has a point mutation in *ubiE* but grows similar to lineage A that has wild type *ubiE* sequence. (B) The lineage B has a point mutation in *pykF* but grows similar to lineage D that has wild type *pykF* sequence. Values represent means from four biological replicates (each with three technical replicates); shaded bands indicate standard error of the mean.
(TIF)

S1 Table List of mutated genes in strains isolated at the endpoint of the evolutionary trajectory.

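The table comes from genome resequencing of the endpoint isolates and gives, for each lineage, the mutated gene or region and its genomic location. It lists a deletion of 82 bp between *pyrE* and *rph* in lineages A, B and D, a mutation in *rpoC* in C and D, and a mutation in the PdhR box of *ndh* in A, C and D. A mutation in *pdhR* is listed in lineage B alone, mutations in *pykF* in A and B, and mutations in *ubiE* in B and D. The RNA sequencing data give the expression of the same genes.
*pykF* (b1676) had a log2 fold change of 0.78 in lineage A and 0.91 in B, which carry a mutation in it, and of 0.04 in C and -0.87 in D (limma adjusted p = 5.81e-08, 1.93e-08, 0.454 and 4.64e-08 after Benjamini-Hochberg adjustment). *ubiE* (b3833) changed by -0.43 in A, -0.28 in B, 0.01 in C and 0.01 in D. Under median-ratio scaling, *ubiE* changed by -0.15 in A (limma adjusted p = 0.119) and -0.03 in B (limma adjusted p = 0.761). *rpoC* (b3988) changed by 0.47 in C and 0.50 in D, where it is mutated, and by -0.26 in A and -0.22 in B. The values of *rpoC* in A and B turned to 0.02 and 0.03 under median-ratio scaling. *pyrE* (b3642) was expressed at 18.2 ± 1.04 TPM (SD, n = 2) in uΔmenFΔubiC. It fell to 9.83 ± 1.79, 10.8 ± 0.0270 and 10.3 ± 0.261 TPM in lineages A, B and D, which carry the deletion, and rose to 221 ± 2.15 TPM in C, which does not (SD, n = 2 each). The log2 fold changes were -0.84, -0.70, -0.76 and 3.53 (limma adjusted p = 0.000656, 0.00224, 0.00130 and 5.71e-08). The part of *rph* that the file lists (b3643_1) changed by -2.63 in A, -2.59 in B, 3.76 in C and -2.16 in D. The log2 ratio of *pyrE* to this part rose by 1.77 in A, 1.89 in B and 1.38 in D, and moved by -0.16 in C. The deletion may remove bases of *rph* over which reads were counted, so this ratio is uncertain. Beside *rph* in the annotation, *yicC* (b3644) fell by 5.61 on the log2 scale in lineage C.

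**Figure D3:**
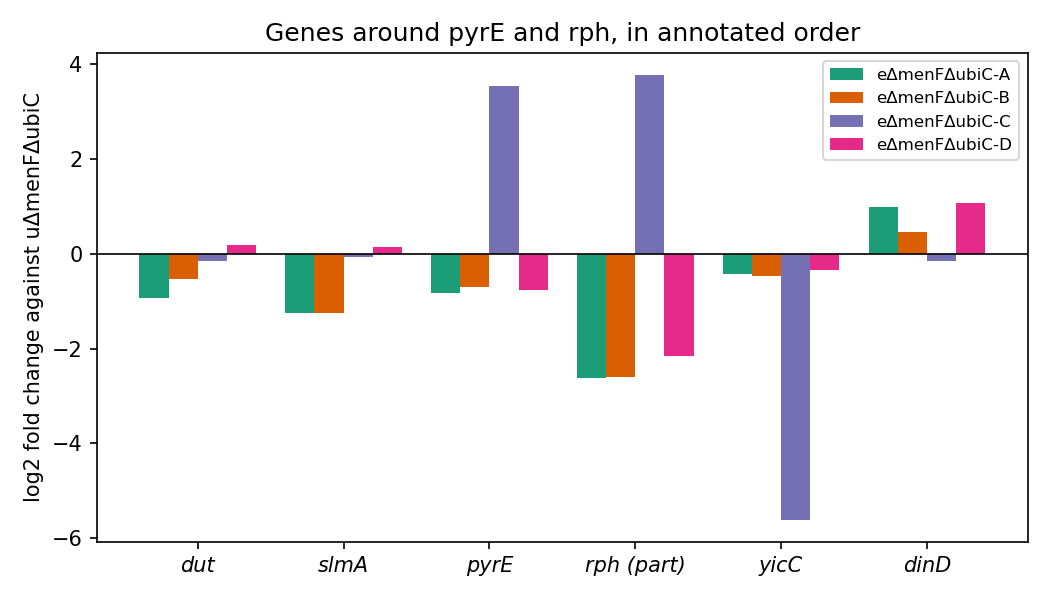
Log2 fold changes against uΔmenFΔubiC of *pyrE*, *rph* and their annotated neighbours in the 4 lineages, drawn as 1 bar per gene and lineage without error bars. In lineage C, *pyrE* (3.53) and the *rph* part (3.76) rise and *yicC* (-5.61) falls, while *slmA* (-0.07) and *dinD* (-0.15) stay near 0.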

S2 Table The table summarizes the representative genes associated with specific respiratory quinone biosynthesis pathways and NADH dehydrogenases and their custom e-value cutoffs.

S1 Sheet List of bacterial genomes used in this study with search results of representative genes involved in naphthoquinone and ubiquinone biosynthesis pathways, and NADH dehydrogenases.

S2 Sheet Numerical data for graphs and summary statistics.

# Supplementary material for: Naphthoquinone preferentially pairs with non-proton-pumping NADH dehydrogenase for respiratory electron transport
**Source:** PLoS Genet. 2025 Sep 24;21(9):e1011877. doi: 10.1371/journal.pgen.1011877
**Supplement:** S1 Table

**S1 Table:** List of mutated genes in strains isolated at the endpoint of the evolutionary trajectory

| Strain                          | Mutations                                                                                                                     |                                              |                                                                                                 |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------|-------------------------------------------------------------------------------------------------|
|                                 | Mutations enabling optimization to the growth medium                                                                          | Common mutations across all lineages         | Mutations not common across all lineages                                                        |
| eΔ <i>menF</i> Δ <i>ubiC</i> -A | Δ82 bp in <i>pyrE-rph</i> intergenic region at genomic location 3815859                                                       | PdhR Box: C→T at genomic location 1165961    | <i>pykF</i> : G→T at genomic location 1756265                                                   |
| eΔ <i>menF</i> Δ <i>ubiC</i> -B | Δ82 bp in <i>pyrE-rph</i> intergenic region at genomic location 3815859                                                       | <i>pdhR</i> : G→T at genomic location 122095 | <i>pykF</i> : A→C at genomic location 1756920,<br><i>ubiE</i> : G→A at genomic location 4019576 |
| eΔ <i>menF</i> Δ <i>ubiC</i> -C | <i>rpoC</i> : GAC→TAC at genomic location 4187213                                                                             | PdhR Box: G→A at genomic location 1165953    |                                                                                                 |
| eΔ <i>menF</i> Δ <i>ubiC</i> -D | Δ82 bp in <i>pyrE-rph</i> intergenic region at genomic location 3815859,<br><i>rpoC</i> : CGT→CTT at genomic location 4188573 | PdhR Box: A→T at genomic location 1165956    | <i>ubiE</i> : C→T at genomic location 4019155                                                   |

# Supplementary material for: Naphthoquinone preferentially pairs with non-proton-pumping NADH dehydrogenase for respiratory electron transport
**Source:** PLoS Genet. 2025 Sep 24;21(9):e1011877. doi: 10.1371/journal.pgen.1011877
**Supplement:** S2 Table

**S2 Table:** The table summarizes the representative genes associated with specific respiratory quinone biosynthesis pathways and NADH dehydrogenases and their custom e-value cutoffs

|                            | <b>Gene name</b> | <b>HMM hits e-value cutoff</b> |
|----------------------------|------------------|--------------------------------|
| Classical NQ biosynthesis  | <i>menB</i>      | 4.27E-27                       |
|                            | <i>menC</i>      | 2.09E-21                       |
|                            | <i>menF</i>      | 5.95E-63                       |
| Futalosine NQ biosynthesis | <i>mqnA</i>      | 3.20E-34                       |
|                            | <i>mqnC</i>      | 4.25E-128                      |
|                            | <i>mqnD</i>      | 2.28E-45                       |
| UQ biosynthesis            | <i>ubiA</i>      | 5.98E-25                       |
|                            | <i>ubiC</i>      | 5.42E-11                       |
|                            | <i>ubiG</i>      | 7.19E-04                       |
| NDH-1                      | <i>nuoA</i>      | 1.93E-01                       |
|                            | <i>nuoE</i>      | 1.12E-03                       |
|                            | <i>nuoJ</i>      | 6.91E-02                       |
| NDH-2                      | <i>ndh</i>       | 7.83E-16                       |

How the deposited data were processed for this re-analysis (not part of the article)

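RNA was sequenced from uΔmenFΔubiC and from the endpoint isolates of the 4 evolved lineages, with 2 biological replicates per strain and 10 libraries in all. The authors deposited one table of TPM with a value per gene and library. The paper's methods refer to a previous study for the sequencing and its processing, and neither the aligner, the counting, the annotation nor the genome build is named in the paper's text. The 4249 genes of the table include 0 rRNA or tRNA genes. The evolved libraries carry lineage numbers in the table, which were read as the letters of the paper in the same order. Samples were grouped by strain from their titles.
Gene symbols and lengths came from the ASM584v2 annotation, which matched 4151 of the identifiers and left 98 without a symbol. The length also served to recover whole reads from the deposited TPM. The product of TPM and gene length was divided by 1 step per library, the largest that left most low values whole, and 93.75% to 97.25% of the 400 lowest values per library came out whole. This gave 3612057 to 5931892 reads per library. A gene at 0 can hold up to 3 reads by the counting error, and this floor was expressed in TPM for each library.
Values were transformed as log2(TPM + 1). Genes with a mean of at least 1 TPM over the 10 libraries were kept, which left 4034 genes. One model with a mean per strain was fitted to all libraries with limma (version 3.58.1, in R 4.3.3), with empirical Bayes moderation and a mean-variance trend, and 5 residual degrees of freedom. Each lineage was compared with uΔmenFΔubiC, and lineage B with the mean of A, C and D. The p values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called changed with an adjusted p under 0.05 and a log2 fold change of at least 1 in size.
Before the data were examined, 16 gene lists were written down: PDC, other PdhR targets, NDH-1, cytochrome bo oxidase, cytochrome bd oxidase, the TCA cycle, ATP synthase, naphthoquinone synthesis, ubiquinone synthesis, enterobactin, pyrimidine synthesis, oxidative stress, ribosomal proteins, flagella and motility, general stress, and fermentation and overflow. The tests, the thresholds and the alternatives were fixed at the same time. Another 4 lists (anaerobic respiration, iron uptake other than enterobactin, iron-sulfur assembly and copper efflux) were added after the values were seen. Lists were tested with limma's fry, adjusted over all lists and lineages (for differences between evolved lineages, over 40 tests of 10 lists), and with camera (inter-gene correlation 0.01) as the alternative. Of the 64 tests of the fixed lists, 55 had an adjusted p under 0.05 with fry and 32 with camera, and all 32 were also found by fry. With a correlation estimated from the data, 1 remained. The value given for PDC is the mean of *aceE*, *aceF* and *lpd*.
The genes named were fixed by a rule. It takes every gene the paper names and the members of reported lists. For each lineage it adds the 3 largest increases and the 3 largest decreases among changed genes with a mean of at least 10 TPM in the higher strain and no overlap between replicates. It further adds the 5 genes per direction with the largest smallest change over all 4 lineages. *yeeS*, *ycfJ*, *ycfP*, *slmA*, *dinD* and *dut* were named after their values were seen. Where both libraries of a strain had at most 3 reads, a change is given as a bound against that floor.
The steps were tested on simulated counts in which 200 of 3903 genes were changed in one lineage. All changed genes were called (100%), with 3 false calls in that lineage and 0 in the 3 unchanged lineages. The simulated changes all lay well above the threshold, in genes that were not near the floor, at a fixed dispersion of 0.005. The recall therefore does not hold for changes near the threshold, for genes with a low TPM or for genes with a larger spread. The changed genes took counts from the rest, which moved the median of the unchanged genes by -0.17. Under this shift fry gave p under 0.05 for 84 of 100 unchanged lists, camera for 0, and fry after median-ratio scaling for 2. For this reason, camera and median-ratio scaling were run beside fry for the 16 fixed and the 4 added lists.
The alternatives were a pseudocount of 0.1 or 5, no filter or a minimum of 10 TPM, quantile normalization, median-ratio scaling, a fit on the 4 libraries compared, moderation without a trend, the replicate number as a block, each replicate left out in turn, other thresholds for changed genes and other summaries of PDC. Chosen after seeing the data were voom on the recovered reads, camera with an estimated correlation, the comparison of lineages B and A, and a summary of PDC by the lowest subunit after division by the copies per complex (24 *aceE*, 24 *aceF* and 12 *lpd*). Correlations between lineages were set beside 100 simulations with unchanged groups, in which the libraries of all strains were drawn anew. From the paper's S2 Sheet, the oxygen uptake rates were tested with an exact Mann-Whitney test and the species of Fig 4A were counted (SciPy 1.17.1, Python 3.11.15). The S1 Sheet was held only in part and was not used here.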

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

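Apart from the tests of the *pyrE*-*rph* deletion on the level of *pyrE* itself, of closer repression of the *pdhR* operon and of an adaptation shared by all lineages, every test of an explanation was chosen only after the result was seen, as were the comparisons between evolved lineages other than B against the mean of A, C and D. The differences between lineages were tested themselves. The other patterns concern genes whose expression the paper does not report.
PDC fell more in lineage B than in the other lineages. The mean log2 difference of *aceE*, *aceF* and *lpd* was -1.35 to the mean of A, C and D and -0.72 to A alone. A growth or medium adaptation shared by all lineages is argued against by the difference of -1.35. The composition of the libraries is argued against as the whole cause, because the mean in B was still -1.43 after median-ratio scaling. Closer repression of the whole operon by the mutated PdhR stays open. *pdhR* changed by -2.90 in B, but it also fell in A and D, which have no listed *pdhR* mutation. Lineage B is the only lineage with a mutation in *pdhR* and also carries mutations in *pykF* and *ubiE*, so the effect of the *pdhR* mutation and that of these mutations cannot be told apart. Other mutations in *pykF* and *ubiE* are listed in A and D, where PDC changed by -0.96 and -0.13, but at different positions. The deletion at *rph* is argued against as the cause of the larger fall in B, because A carries the same deletion and the difference to A was -0.72. In B against the mean of A, C and D, the TCA cycle genes also differed by -1.22 and the cytochrome bo oxidase genes by -1.72. Part of the -1.35 may therefore belong to a wider state of expression that B shares with A. Against A alone, the TCA cycle and cytochrome bo oxidase genes differed by only -0.15 and -0.03.
*ndh* rose less in lineage B than in the lineages with a mutated PdhR box, with a difference of -1.59 to their mean. After median-ratio scaling the difference was -1.48, which argues against the composition of the libraries. That a mutation in *pdhR* relieves *ndh* less than a mutation in the box stays open. The box lineages differ among themselves by as much as 1.50 between C and A, and a single lineage carries the *pdhR* mutation, so the kind of mutation and the lineage cannot be told apart. The anaerobic respiration genes described below changed in the reverse order of *ndh*, by 0.35 in C, 2.93 in D, 5.07 in A and 5.16 in B. The state of expression that these genes mark was not separated from the mutations as a source of the differences in *ndh*.
The transcript of *pdhR* was higher in lineage C than in A, B and D by 3.06 on the log2 scale. The coding mutation in *pdhR*, found in B, is argued against as the cause of the fall, since *pdhR* changed by -2.96 in D without it. The deletion between *pyrE* and *rph* is shared by A, B and D and is absent from C. The deletion and any other difference between C and these lineages cannot be told apart, because the 3.06 would follow from either.
*pyrE* was higher in lineage C than in A, B and D by 4.30 on the log2 scale. In the lineages with the deletion between *pyrE* and *rph*, *pyrE* did not rise above the unevolved level, with a log2 fold change of at most -0.70. This does not decide whether the deletion raises *pyrE*, because the rest of the pathway fell as well. The other 7 pyrimidine genes changed by means of -3.20 in A, -3.30 in B and -3.06 in D, against -1.02 in C. In A, B and D, *pyrE* thus lay above their mean by at least 2.30. In C, without the deletion, it lay above them by 4.55, and whether the deletion raises *pyrE* relative to its pathway cannot be told apart from other differences between the lineages. The ratio of *pyrE* to the *rph* part rose by at least 1.38 in these lineages, but the deletion may remove bases over which *rph* was counted, and the 2 explanations cannot be told apart. In lineage C, which lacks the deletion, *yicC* changed by -5.61. Composition is argued against, since the *rph* part still rose by 3.90 after median-ratio scaling. The further neighbours *slmA* and *dinD* changed by at most 0.15 in size in C, which is consistent with a local DNA change between *yicC* and *rph* that S1 Table does not list. This is a hypothesis, and the reads that would show such a change were not used here.
*entC* changed by -6.58 in lineage A, and the 14 enterobactin genes by a mean of -3.76. The mean was -3.48 in B, -2.02 in C and -2.25 in D, with fry adjusted p from 2.78e-05 to 0.000373. Composition is argued against, because the weakest mean after median-ratio scaling was -1.87. The fall in C was smaller than the mean fall of A, B and D by 1.15 (fry adjusted p = 0.00150), a difference to which the shared unevolved libraries do not contribute. A larger fall in D than in C is not shown, since with 1 replicate left out the mean ranged from -2.52 to -1.98 in D and from -2.17 to -1.86 in C. For the fall in all 4 lineages, of which the weakest was -2.02, evolution and the state of the 2 unevolved cultures cannot be told apart, because every comparison uses the same 2 libraries. The *entC* level of the unevolved strain also varied between its replicates.
The 45 genes of anaerobic respiration, a list written after the values were seen, rose by a mean of 5.16 in lineage B, 5.07 in A and 2.93 in D, against 0.35 in C. In the unevolved strain, 3 of them had at most 3 reads, and the medians with these genes at their bound were 5.37 in A, 5.25 in B and 2.60 in D. Composition is argued against, since the smallest mean of A, B and D was 2.91 after median-ratio scaling. The shared unevolved libraries are argued against by the difference of -4.03 between C and the mean of A, B and D (fry adjusted p = 1.56e-08). That the cultures of A, B and D had less oxygen at harvest, or that their lineages express these genes at the same oxygen, may each be the reason, and oxygen at harvest is not given per library.
The 8 copper efflux genes, also listed after the values were seen, had mean log2 fold changes of 3.75 in lineage D, 2.69 in C, 2.15 in B and 1.66 in A. All 8 were higher in C and D, but only 6 in A and B, where *cusR* (-1.14 and -0.45) and *cusS* (-0.84 and -0.24) were lower. Composition is argued against by a smallest mean of 1.94 after median-ratio scaling. With a smallest mean of 1.66 in comparisons that share the same 2 unevolved libraries, evolution and the state of the unevolved cultures cannot be told apart.
*flu* changed by -6.48 in lineage A and by similar amounts in the other lineages, and the neighbouring *yeeR* and *yeeS* fell in all 4. The level of *flu* differed by only 0.48 on the log2 scale between the 4 lineages, which would follow from a high level particular to the 2 unevolved libraries as well as from a loss of expression in each lineage, so these cannot be told apart.
The 18 general stress genes changed by a mean of -2.67 in lineage C, -1.77 in D, -1.07 in A and -0.12 in B, where scaling turned the direction to 0.13. Composition is argued against in C and D by the weaker mean of -1.77 after median-ratio scaling. C and D each carry a mutation in *rpoC*, at different positions. A has none, and its mean was still -0.79 after that scaling, so a fall can occur without a mutation in *rpoC*. Whether these mutations cause the larger falls in C and D cannot be told from the value in A.
The 54 ribosomal protein genes changed by a mean of -1.04 in lineage A, -0.98 in B, 0.29 in C and -0.10 in D. Relative to all genes, the smaller gap of A and B was -0.73, which argues against composition. Relative to 457 other genes of the same lengths it was -0.75, which argues against gene length. A slower growth of A and B at harvest is a biological hypothesis that was not tested.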

How the results depend on the processing

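Voom on the recovered reads, camera with an estimated correlation, the comparison of lineages B and A and the PDC summary by copies per complex were chosen only after the result was seen. Removal of rRNA and tRNA genes was not run, because the table lists 0 such genes. No other splits of the samples were counted, since each group holds 2 libraries.
*ndh* kept its direction in each lineage under the alternatives that were run, and its side of the threshold under those with a test. With a replicate left out no test was made, and the ranges of fold changes given here leave these fits out unless stated. The log2 fold change of *ndh* ranged from 1.11 to 1.47 in A, from 0.31 to 0.66 in B, from 2.60 to 2.84 in C and from 2.10 to 2.15 in D. With a replicate left out it went down to 0.30 in B and 2.08 in D. The difference of *ndh* between B and the mean of A, C and D ranged from -1.67 to -1.43 over these alternatives, and from -1.70 to -1.49 across the 8 fits that each left out one replicate. The replicates of B set both ends of the latter range.
The PDC mean ranged from -1.04 to -0.68 in A and from -1.78 to -1.43 in B, past the threshold under every alternative tested with fry. With camera, PDC stayed past it in B (adjusted p = 0.0137) but not in A (adjusted p = 0.0653), and with an estimated correlation in neither (adjusted p = 0.288 and 0.359). In C it was 0.24 with median-ratio scaling (adjusted p = 0.0157) and -0.0073 with quantile normalization (adjusted p = 0.927), the ends of the range of adjusted p over its alternatives. In D it passed the threshold without a filter (-0.13, adjusted p = 0.0499), with a pseudocount of 5 (-0.13, adjusted p = 0.0494) and with quantile normalization (-0.19, adjusted p = 0.00398), with a range of 0.00398 to 0.144, of which voom gave the upper end. The cause was not tested. Apart from the values with camera, these p are from limma's fry with Benjamini-Hochberg adjustment, and their ranges cover the alternatives tested with fry.
As TPM, PDC was 2720 in the unevolved strain and 635 in B with *aceE* alone, 1943 and 635 with the lowest subunit, 2075 and 656 with the median, 6738 and 2081 with the sum, and 86.5 and 26.5 with the lowest subunit after division by the copies per complex. These differences follow from the construction of each summary.
The other PdhR targets in C passed the threshold with median-ratio scaling (0.16, adjusted p = 0.0368, with a range of 0.0368 to 0.999), and in D they no longer did in a fit on the 4 libraries compared (-0.20, adjusted p = 0.0540, with a range of 0.00512 to 0.0540), which has fewer samples, nor with camera (adjusted p = 0.270). The NDH-1 means ranged from 0.35 to 0.71 in A, from 0.36 to 0.71 in B, from 0.82 to 0.98 in C and from 0.31 to 0.40 in D (0.29 in D with a replicate left out), and stayed past the threshold with fry and with camera.
Of the gene list tests, 55 passed with fry, 32 with camera and 1 with an estimated correlation, which was NDH-1 in C. Leaving out a replicate gave no value for this count, because no test was made with 1 library in a group.
Without a minimum fold change, the genes changed numbered 2251 in A, 2080 in B, 1506 in C and 2215 in D, since the criterion is wider. Over the alternatives that kept the thresholds, genes changed in all 4 lineages numbered 84 to 105. With other thresholds this number was not counted. The share of higher genes among those changed moved from 35.1% to 49.0% in A, from 36.0% to 48.3% in B and from 23.1% to 34.3% in C with median-ratio scaling, and to 46.2%, 44.9% and 37.5% with quantile normalization. The division into higher and lower genes therefore depends on the scaling.
Median-ratio scaling reversed small changes of naphthoquinone synthesis in A (0.029), ubiquinone synthesis in B (0.048), oxidative stress in B (0.0094) and C (0.037), general stress in B (0.13) and *rpoC* in A (0.017) and B (0.030). Quantile normalization did so for naphthoquinone synthesis in A (0.037), ubiquinone synthesis in A (0.017) and B (0.031), oxidative stress in C (0.028), general stress in B (0.089), *rpoC* in B (0.0097), *aceE* in C (-0.12), *aceF* in C (-0.016) and flagella in D (-0.14). A minimum of 10 TPM reversed flagella in A (-0.0062) and D (-0.15), and voom reversed naphthoquinone synthesis in B (-0.0545). The cause was not tested.
With each replicate left out in turn, values that crossed 0 ranged from -0.0082 to 0.11 for *aceE* in C, from -0.025 to 0.051 for *ubiE* in C and from -0.038 to 0.060 for *ubiE* in D. Among the lists, they ranged from -0.16 to 0.26 for cytochrome bd oxidase in D, from -0.026 to 0.070 for flagella in D and from -0.029 to 0.10 for naphthoquinone synthesis in B. The negative values of cytochrome bd oxidase and naphthoquinone synthesis arose without replicate 1 of the unevolved strain. Of single genes and lists under the other alternatives, 1414 results were the same, 98 were weaker and 18 were stronger.
With the replicate number as a block, 987 genes changed in A, 890 in B, 373 in C, 892 in D and 98 in all 4 lineages. PDC in D passed the threshold (-0.13, adjusted p = 0.0234). No other call on *ndh*, PDC, NDH-1 or the PdhR targets changed. Replicates with the same number did not deviate together, with correlations of their deviations across genes from -0.0926 to 0.0215, so the samples share only a number.
The depth limits *menF* and *ubiC*, which can be stated only as below the limit of 3 reads, and genes such as *nirD* and *pyrL*, whose changes are bounds.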

Differences from the paper's values

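The PDC summary by copies per complex, the species shares restricted to other combinations and the test of oxygen uptake were chosen only after the result was seen.
The paper's PDC expression in Fig 2B is about 85 TPM in uΔmenFΔubiC and about 26 TPM in eΔmenFΔubiC-B, both read by eye. The mean of *aceE*, *aceF* and *lpd* was 2246 and 694 TPM. None of the alternatives set before the data were examined (sum, median, lowest subunit, geometric mean and *aceE* alone) closed the gap. The lowest subunit after division by the copies per complex gave 86.5 and 26.5 TPM, a summary that was chosen after seeing the values. The ratio of lineage B to the unevolved strain was 0.309 with the mean and 0.306 with this summary.
The paper's text gives 0.9% of species with NDH-2 and ubiquinone. In the paper's S2 Sheet, 2152 of 7783 species (27.7%) have both, and 71 species (0.912%) have both without NDH-1 and naphthoquinone. No alternative for this share was set before the data were examined, and the restriction to 71 species was chosen after seeing the values. For NDH-2 among species with naphthoquinone, the paper's text gives 65.4%. In the paper's S2 Sheet, 6972 of the 7399 species with naphthoquinone (94.2%) have NDH-2, which is 89.6% of all 7783 species. Of all species, 5091 (65.4%) have both without ubiquinone, a restriction that was also chosen after seeing the values.
Fig 3A marks the oxygen uptake of eΔmenFΔubiC-A as different from that of uΔmenFΔubiC. The paper's S2 Sheet values gave 1221 ± 318 and 871 ± 146 (SD, n = 4 each). An exact two-sided Mann-Whitney test on the 4 values per strain gave U = 13 and p = 0.2, where the smallest possible p is 0.0286. The evolved strain was higher in 4 of 4 pairs with the same replicate number.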

Other observations

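Apart from limma's tests of genes against the unevolved strain and the fry and camera tests of the 16 fixed lists, every test was chosen only after the result was seen.
In lineages A and B, the PDC genes fell together with those of cytochrome bo oxidase and the TCA cycle. The mean log2 fold change of cytochrome bo oxidase was -2.73 in A, -2.76 in B, 0.16 in C and -0.56 in D (fry adjusted p = 3.89e-06, 3.89e-06, 0.157 and 0.0126; camera adjusted p = 0.00323, 0.00187, 0.175 and 0.432). In D, *cyoA* (-2.06) and *cyoB* (-0.94) fell, while the median of the 5 genes was -0.0019. That of the TCA cycle was -1.35 in A, -1.50 in B, 0.29 in C and 0.21 in D (fry adjusted p = 7.75e-09, 7.75e-09, 6.61e-06 and 2.69e-06). With camera, the adjusted p of the TCA cycle was 0.000457, 3.88e-05, 0.00910 and 0.393. A type of expression known from limited oxygen is a candidate explanation for A and B. In D the anaerobic genes also rose, but the TCA cycle genes went both ways (8 higher and 7 lower, from -1.58 to 1.70). Their mean of 0.21 therefore decides nothing, and a state of the culture and a change in the lineage cannot be told apart.
*cusC*, which lies beside *cusF*, *cusB* and *cusA* in the annotation, rose in C and D but changed by 0.02 in A and 0.87 in B, where *cusF* rose by 4.47 and 4.50. The smaller gap between *cusC* and *cusF* in A and B was -3.63, which argues against the composition of the libraries, since both genes come from the same libraries. No biological explanation was tested.
*ycfJ*, the gene after *ndh* in the annotation, had log2 fold changes of 0.17 in A, -0.18 in B, 1.76 in C and 1.85 in D, and *ycfP*, the gene before it, of 1.77, 1.58, -0.14 and 1.29. Without strand information, reads that run on from *ndh* and reads of *ycfJ* itself were not separated.
Among the other lists written first, pyrimidine synthesis had mean log2 fold changes of -2.90 in A, -2.98 in B, -0.45 in C and -2.78 in D, and all 8 genes were lower in A, B and D. With camera, the adjusted p of this list was at most 9.48e-05 in A, B and D and 0.119 in C. In C, 7 of the 8 genes were also lower (fry adjusted p = 6.03e-05), and their mean without *pyrE* was -1.02. Fermentation and overflow genes changed by 1.56, 1.69, 0.05 and 0.75 in the order A to D, and ATP synthase by -0.57, -0.63, 0.24 and -0.18. With camera, the adjusted p was 0.00353, 0.000587, 0.119 and 0.127 for the former and 0.0201, 0.00623, 0.00187 and 0.355 for the latter. Cytochrome bd oxidase changed by 0.45, 0.46, -0.96 and 0.05, with a camera adjusted p of 0.257, 0.121, 0.282 and 0.814. Without replicate 1 of the unevolved strain it was 0.24 in A, 0.25 in B and -0.16 in D, and in B it was 0.12 without replicate 1 and 0.80 without replicate 2 of that lineage. Its median in C was -1.47, or -0.19 with 1 gene at its bound. Flagella and motility genes changed by 0.44, -0.21, 0.67 and 0.02, with a direction that flips in D under quantile normalization.
In the lists close to the quinones, genes changed in both directions, so that small means do not show a lack of change. Naphthoquinone synthesis changed by -0.25 in A, 0.04 in B, -0.26 in C and -0.41 in D, and ubiquinone synthesis by -0.28, -0.20, -0.22 and -0.11. Oxidative stress genes changed by -0.35, -0.24, -0.10 and 0.17. In the same order, the genes with a limma adjusted p under 0.05 numbered 6, 5, 5 and 6 of 8 for naphthoquinone synthesis, with log2 fold changes of the list from -1.44 to 1.03 over the lineages, 5, 8, 5 and 7 of 11 for ubiquinone synthesis (-1.59 to 0.72) and 10, 10, 10 and 12 of 15 for oxidative stress (-2.17 to 1.72). With camera, the adjusted p of these 3 lists was at least 0.166 in each lineage. *ubiU*, which was counted with the anaerobic genes, changed by 6.97 in A, 6.96 in B, 1.01 in C and 6.77 in D. Under scaling, the direction flips for naphthoquinone synthesis in A, for ubiquinone synthesis in A and B and for oxidative stress in B and C.
Of the lists added later, iron uptake other than enterobactin changed by -2.57 in A, -2.47 in B, -0.97 in C and -1.43 in D, and iron-sulfur assembly by -2.20, -2.16, -1.17 and -1.72. All 13 genes of iron-sulfur assembly were lower in all 4 lineages. Of the 16 tests of added lists, 16 passed with fry, 16 with camera and 3 with an estimated correlation.
The log2 fold changes of lineages A and B correlated across genes with r = 0.96, and 788 genes changed in the same direction in both. The other pairs gave r = 0.76 for A and D, 0.73 for B and D, 0.44 for C and D, 0.33 for A and C and 0.26 for B and C. Genes are not independent replicates, and the comparisons share the unevolved libraries. In 100 simulations with unchanged groups and redrawn unevolved libraries, this sharing alone gave a mean r of 0.50 (0.44 to 0.57), which r exceeded for the pairs among A, B and D but not for the pairs with C. Beside the spread of the real fold changes, the error of the shared unevolved mean amounts to an r of at most 0.0380. A state common to both unevolved cultures is not covered by this estimate. Between B and A themselves, 49 genes differed.
In the paper's S2 Sheet, 94.2% of 7399 species with naphthoquinone and 89.8% of 2396 species with ubiquinone have NDH-2.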
